A study of Homo sapiens with 12 samples.

How the data were processed

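The series measured gene expression by RNA sequencing in 12 libraries of the human lung adenocarcinoma line A549. There were 4 groups of 3 libraries: cells given a non-targeting guide (control), such cells in co-culture, cells in which Cas9 had been directed at TYMS (knockout), and such cells in co-culture. Each library was assigned to its group from its own label, and the columns of the table were matched to samples by name. Per the labels, RNA was taken 14 days after transduction, total RNA was isolated with miRNeasy columns, and libraries were made with the NEBNext Ultra RNA kit. Per the series text, the partner of the co-cultured knockout cells was parental A549. The labels do not say which cells were the partner of the control cells, whether the partners were separated before RNA was taken, or how.

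The authors deposited one table of raw counts, whole numbers per Ensembl gene, for 61541 genes. Neither the labels nor the table names the aligner, the counting program, the genome build, the annotation or the strand setting, so nothing is assumed about them here. The counts were used as deposited. Symbols were found for 42045 of the gene identifiers. Positions and transcript GC content came from matching the identifiers to GENCODE 29 on GRCh38, in which 58366 of them were found. All positions given are from that match, 1-based, and not from the authors' table.

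Library totals ranged from 14921371 to 35723762 counts. In the shallowest library a gene at 1 CPM (counts per 1e6 counts) thus has 14.9 counts, and genes well below that level are limited by counting error. The biological coefficient of variation was 22.1%. A gene with 3 counts or fewer in each library of a group was treated as at the floor of detection. Fold changes against such a group were computed against 3 counts and are given as lower bounds. Intervals and floors of this kind cover counting error only. Replicates were compared by a chi-square statistic of their counts, which ranged from 8.77 to 130 per gene, where counting noise alone gives 1. No pair was a repeated library, and each library was counted once.

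Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups, which left 16768. Library sizes were scaled by TMM, dispersions were estimated with all 12 libraries in one model of 4 group means, and genes were tested with the quasi-likelihood F-test (robust). P-values were adjusted by the Benjamini-Hochberg method over all genes tested within each comparison, and a gene was called at an adjusted p-value under 0.05. There were 5 comparisons: knockout against control, both alone; co-cultured against lone knockout; knockout against control, both co-cultured; co-cultured against lone control; and the interaction, which is the co-culture difference in knockout cells minus that in control cells. CPM values are TMM-scaled, and each ± is the SD over 3 libraries. Single values were compared by two-sided exact permutation tests, whose smallest possible p-value with 3 against 3 libraries is 0.1.

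The 7 gene lists (199 genes) were p53 targets, mitosis, DNA replication, nucleotide metabolism, interferon response, inflammatory secreted factors, and connexins and pannexins. They share no gene, and none contains TYMS. They were tested with camera in limma 3.58.1, with the correlation between genes preset to 0.01, two-sided, and adjusted over the 35 tests of 7 lists in 5 comparisons. The numbers of members tested were 30 for each of the first 4 lists, then 25, 27 and 11. Members were also adjusted over the list alone.

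Each library was further placed on an axis from the mean of the lone control libraries (0) to the mean of the lone knockout libraries (1), over the genes called between these groups, by projecting its log2 CPM (prior count 2). The lone control and lone knockout libraries define the axis, so each was scored on an axis rebuilt without it. Genes called in the knockout and called the opposite way in its co-culture were counted. Both comparisons use the lone knockout libraries, so 10 data sets with no co-culture effect were simulated for reference. To relate a share of control RNA to this axis, the CPM of the lone knockout libraries were mixed with the mean CPM of the co-cultured control and placed on it.

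The genes named were set by a rule. They are TYMS, and for the first 2 comparisons the 4 genes with the highest and the 4 with the lowest log2 fold change. For the next 2 comparisons they are the 2 highest and the 2 lowest. These had to have an adjusted p-value under 0.05, a symbol, a mean of at least 5 CPM in the higher group, and values that did not overlap between the groups. For the interaction they are the 3 highest and the 3 lowest with an adjusted p-value under 0.05, a symbol and at least 5 CPM in 1 group. For each list they are the 2 members with the smallest p-value in knockout against control. Some genes that the rule selects are not reported here. The groups, tests, lists, naming rule and alternative settings were fixed before the data were examined. Genes outside the rule are stated where they appear to have been chosen after their values were seen.

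The alternative settings were relative log expression (RLE) size factors, library size only, no filter beyond 1 count in total, a mean of at least 1 CPM as the filter, DESeq2 1.42.0 (Wald test), only the groups compared in the fit, the replicate number as a block, each library left out in turn, a further 2-fold threshold, and an adjusted p-value under 0.01. For the lists they included fry and camera with an estimated correlation, and for the axis a prior count of 0.5 and all genes. After the data had been seen, GC offsets were added: the trend of each library's log2 CPM on transcript GC content was removed, alone and together with the replicate block. Each trend was fitted to deviations from the gene's mean over all 12 libraries. A true difference between groups that follows GC content is thus removed as well. GC content was known for 98.4% of the genes tested.

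The code was tested on simulated data with 16768 genes, drawn from the means, dispersions and sizes of the real libraries. Of 200 genes changed by known amounts, edgeR recovered 81%, with 5.23% false calls among its calls. DESeq2 recovered 85.5%, with 19.0% false calls. In the set with no co-culture effect edgeR called 0 genes, and in the 10 sets without it named above at most 1 gene in co-cultured against lone knockout. Libraries made at a position of 0.5 were measured at 0.496. Figures were drawn with matplotlib 3.10.9.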

Results

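Gene expression was measured by RNA sequencing in A549, an established cell line from a human lung adenocarcinoma, 14 days after transduction with Cas9 guides. The control cells carried a non-targeting guide. The knockout cells carried a guide against TYMS, the gene of thymidylate synthase, which makes the thymidylate used in DNA synthesis. Both kinds of cell were grown alone or in co-culture, with 3 libraries in each of the 4 groups. Per the series text, the co-cultured knockout cells grew in the presence of parental A549 cells, under which their proliferation was restored.

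The lone control libraries held 14921371, 17416484 and 21973757 counts for replicates 1 to 3. The co-cultured control libraries held 16500631, 25728601 and 26391593 counts. Totals were 20829495, 19588848 and 16294608 in the lone knockout, and 23277949, 35723762 and 24066659 in the co-cultured knockout. Pearson correlations of log2 CPM lay between 0.961 and 0.990 for replicates of one group. They lay between 0.822 and 0.893 for pairs of a control and a knockout library. Lone and co-cultured control libraries correlated at 0.976 to 0.989, within the range of replicates. Lone and co-cultured knockout libraries correlated at 0.930 to 0.981. The first principal component held 75.5% of the variance and separated control from knockout libraries, and the second held 12.6%.

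Replicates differed from their group mean along a trend with the GC content of transcripts. Across 8683 genes, the Spearman correlation of these deviations with GC ranged from -0.848 in replicate 3 of the co-cultured knockout to 0.838 in its replicate 2. The main axis of the deviations held 79.1% of their variance and had a rank correlation of 0.847 with GC and of -0.0648 with transcript length. These correlations are across genes, which are not independent replicates. Log2 fold changes between groups also followed GC content. Their rank correlations with GC were -0.493 for knockout against control alone and 0.447 for co-cultured against lone knockout. They were -0.116 for knockout against control in co-culture, -0.657 for co-cultured against lone control, and 0.647 for the interaction. Differences between the cells could add to these correlations, which do not separate them from the trend among replicates.

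**Figure D1:**
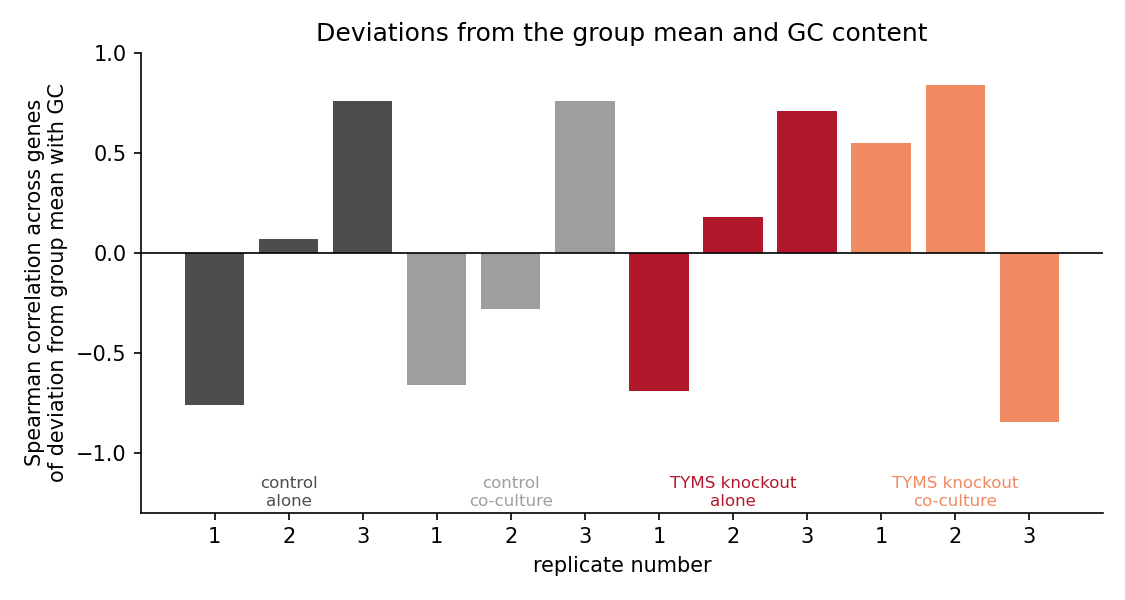
Each bar is 1 library, labelled by its replicate number and coloured by group; its height is the Spearman correlation, across 8683 genes, between the deviation of log2 CPM from the group mean and transcript GC content. In the co-cultured knockout, replicate 3 (-0.848) and replicate 2 (0.838) lie at opposite ends.

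The first question was whether TYMS, the targeted gene, differed between the groups. TYMS (ENSG00000176890; GRCh38 chromosome 18, 657604 to 673578, plus strand) stood at 95.4 ± 5.27 CPM (SD, n = 3) in the lone control and at 93.4 ± 2.67 CPM (SD, n = 3) in the co-cultured control. It stood at 20.9 ± 0.547 CPM (SD, n = 3) in the lone knockout and at 11.05 ± 0.360 CPM (SD, n = 3) in the co-cultured knockout. Counts of TYMS ranged from 265 to 479 in the 6 knockout libraries. TYMS was lower in knockout than in control by a log2 fold change of -2.19 (SE 0.11, edgeR adjusted p = 7.29e-09) alone and of -3.08 (SE 0.12, edgeR adjusted p = 9.53e-10) in co-culture. It was also lower in the co-cultured than in the lone knockout, at -0.92 (SE 0.11, edgeR adjusted p = 0.000307), and the interaction was -0.89 (SE 0.15, edgeR adjusted p = 0.0107). Between the control groups TYMS did not differ (log2 fold change -0.03, SE 0.11, edgeR adjusted p = 1), and this sign was positive with library size only (0.03) and without replicate 2 of the lone control (0.01). The exact permutation p was 0.1, the smallest possible, for each of the first 3 pairs of groups and 0.7 between the control groups. Scaling by library size only, the alternative run for these means, gave 90.3, 92.3, 22.01 and 11.2 CPM in the lone control, co-cultured control, lone knockout and co-cultured knockout, and moved only the lone knockout by more than its SD.

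Exons of TYMS overlap those of ENOSF1 and TYMSOS, and the counting strand is not stated, so part of the TYMS counts could belong to these genes. ENOSF1 stood at 23.6 ± 0.699, 21.9 ± 0.683, 21.4 ± 2.0 and 21.7 ± 2.38 CPM (SD, n = 3 each) in the lone control, co-cultured control, lone knockout and co-cultured knockout. TYMSOS stood at 3.05 ± 0.631, 1.77 ± 0.708, 5.03 ± 0.60 and 4.21 ± 1.22 CPM (SD, n = 3 each) in the same order.

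**Figure D2:**
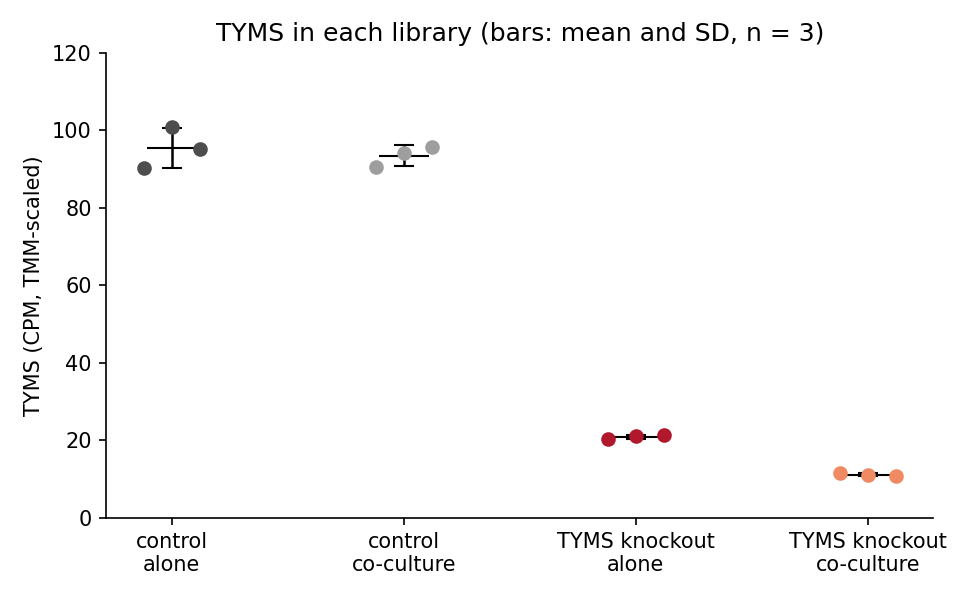
Points are TMM-scaled CPM of TYMS in the 12 libraries by group, and bars show the mean and SD of 3 libraries. The control groups lie at 95.4 and 93.4 CPM and the knockout groups at 20.9 and 11.05 CPM without overlap.

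The comparison of knockout with control, both cultured alone, asked what differed between these groups. A549 is known to lack the CDKN2A and MTAP genes, yet the control libraries expressed both. Control and knockout cells may thus differ in origin. Differences between them, alone or in co-culture, need not be effects of the knockout. Of 16768 genes tested, 9485 (56.6%) were called, 4690 higher and 4795 lower in the knockout. Across the alternatives this count moved most, to 6341, when a change of at least 2-fold was also required. With library size only, the median log2 fold change of all genes moved from 0.09 to 0.24, and in the interaction from 0.01 to -0.11. Changes are therefore given relative to the TMM scale.

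The highest fold changes among genes meeting the naming rule belonged to genes at the floor of detection in the control. DLC1 (ENSG00000164741; chromosome 8, 13083361 to 13604610) stood at 47.9 ± 7.01 CPM (SD, n = 3) in the lone knockout and 0.0207 ± 0.0358 CPM in the control, at least 269-fold higher (edgeR adjusted p = 3.82e-08). ACKR3 (ENSG00000144476; chromosome 2, 236567787 to 236582358) stood at 34.9 ± 0.466 CPM against 0.0752 ± 0.0828 CPM, at least 196-fold higher (edgeR adjusted p = 9.85e-09). UGT1A9 (ENSG00000241119; chromosome 2, 233671853 to 233773300) stood at 27.3 ± 5.66 CPM against 0.0412 ± 0.0357 CPM, at least 153-fold higher (edgeR adjusted p = 1.16e-08). Its exons are shared with the other UGT1A genes of that locus, so its value is uncertain. LCE3D (ENSG00000163202; chromosome 1, 152579381 to 152580504) stood at 6.01 ± 0.403 CPM against 0 CPM in all 3 control libraries, at least 33.7-fold higher (edgeR adjusted p = 5.26e-07).

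The lowest fold changes belonged to genes without a count in any lone knockout library. MAGEB2 (ENSG00000099399; chromosome X, 30215560 to 30220089) stood at 141 ± 20.9 CPM (SD, n = 3) in the lone control and was at least 925-fold lower in the lone knockout (edgeR adjusted p = 9.14e-09). CDKN2A (ENSG00000147889; chromosome 9, 21967753 to 21995301) stood at 99.3 ± 22.9 CPM and was at least 649-fold lower (edgeR adjusted p = 2.72e-08). GTSF1 (ENSG00000170627; chromosome 12, 54455950 to 54473602) stood at 63.7 ± 7.96 CPM and was at least 416-fold lower (edgeR adjusted p = 2.60e-08). TNFRSF18 (ENSG00000186891; chromosome 1, 1203508 to 1206691) stood at 61.2 ± 18.9 CPM and was at least 400-fold lower (edgeR adjusted p = 4.13e-08). A count of 0 in each library allows up to 3 counts, which is the level these bounds use.

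CDKN2A lies between MTAP and CDKN2B, and its exons overlap those of the antisense gene CDKN2B-AS1. These neighbours were looked at after the value of CDKN2A was seen. MTAP (chromosome 9, 21802543 to 21937651) stood at 59.5 ± 18.2 and 59.8 ± 5.74 CPM (SD, n = 3 each) in the lone and co-cultured control, and at 0.582 ± 0.0568 and 0.471 ± 0.163 CPM (SD, n = 3 each) in the lone and co-cultured knockout. CDKN2B (chromosome 9, 22002903 to 22009363) stood at 1.79 ± 0.178 and 2.30 ± 0.561 CPM (SD, n = 3 each) in the 2 control groups and at 0 CPM in all 6 knockout libraries. CDKN2A had 4 counts in total over the 6 knockout libraries. CDKN2B-AS1 (chromosome 9, 21994778 to 22121097), which spans CDKN2B and extends beyond it, was higher in the knockout: 1.43 ± 0.266 and 1.10 ± 0.131 CPM (SD, n = 3 each) in the lone and co-cultured control against 3.25 ± 0.779 and 2.76 ± 0.102 CPM (SD, n = 3 each) in the lone and co-cultured knockout (edgeR adjusted p = 0.00142 alone). The next genes tested on either side were not lower in the knockout: MIR31HG stood at 10.6 ± 1.47 CPM in the lone control and 15.2 ± 0.771 CPM in the lone knockout (SD, n = 3 each), and DMRTA1 at 0.217 ± 0.0316 and 2.04 ± 0.504 CPM (SD, n = 3 each). CDKN2A, MAGEB2, GTSF1 and TNFRSF18 are among 33 genes above 20 CPM in all 6 control libraries and at least 100-fold lower in all 6 knockout libraries. In the other direction 0 genes met the same criteria, which were chosen after the values were seen.

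**Figure D3:**
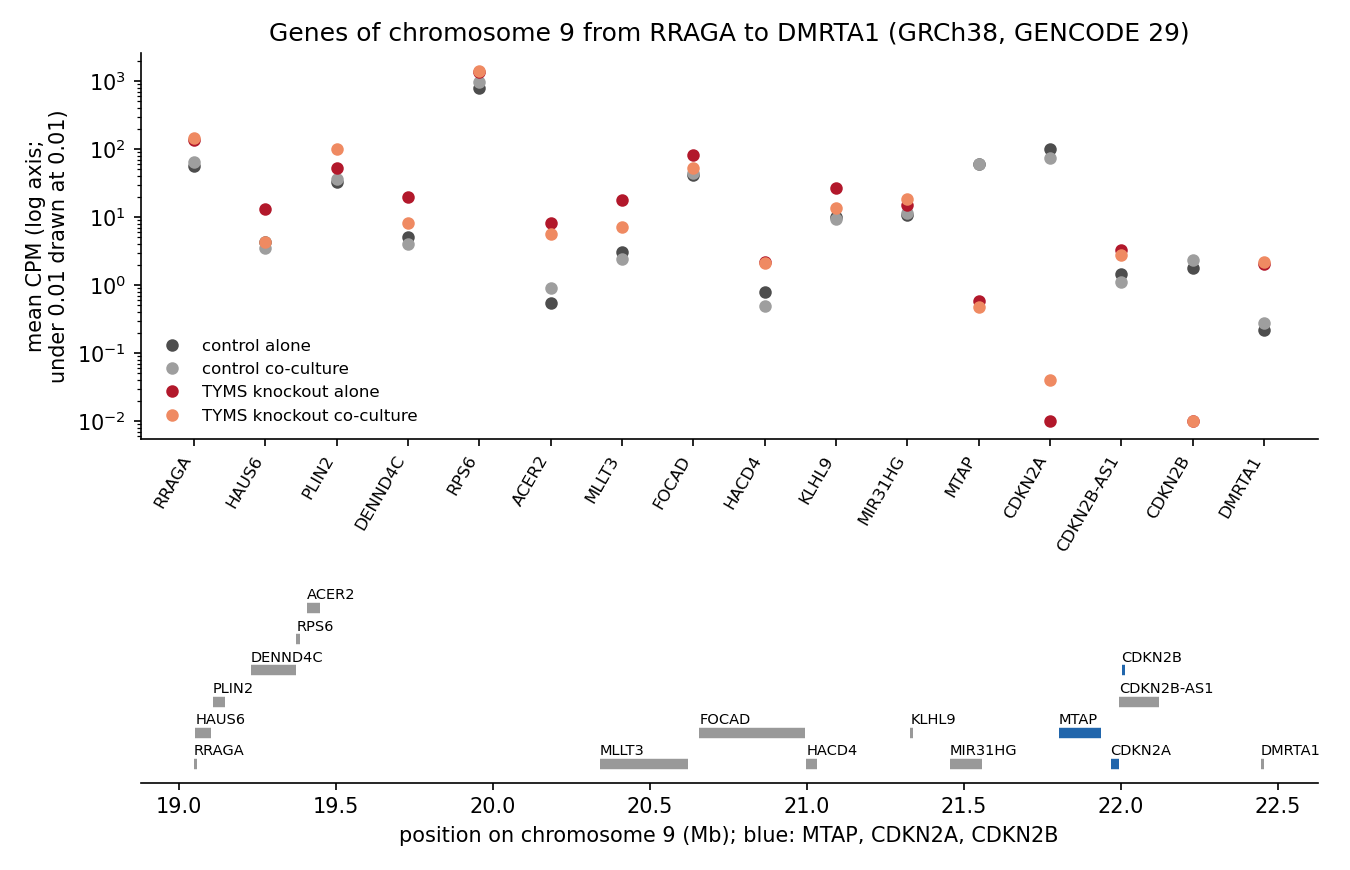
Upper panel: mean CPM (log axis, n = 3 per group) of the expressed genes around CDKN2A on chromosome 9 in the 4 groups, in genomic order, with values under 0.01 drawn at 0.01. Lower panel: positions of these genes in Mb; MTAP, CDKN2A and CDKN2B, in blue, are near 0 in both knockout groups, while their neighbours and the antisense gene CDKN2B-AS1, which spans CDKN2B, are not.

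Of the 7 gene lists, 3 passed the threshold in this comparison. The p53 targets were higher, with a median log2 fold change of 1.31 and 27 of 30 members higher (camera adjusted p = 5.33e-09). DNA replication genes were lower, with a median of -0.63 and 24 of 30 members lower (camera adjusted p = 0.000301). Connexins and pannexins were lower, with a median of -0.98 and 8 of 11 members lower (camera adjusted p = 0.00758). The number of lists moved most with fry, to 6. Nucleotide metabolism (median -0.45, camera adjusted p = 0.107), interferon response (median -0.38, camera adjusted p = 0.110), inflammatory secreted factors (median 0.08, camera adjusted p = 0.215) and mitosis (median -0.02, camera adjusted p = 0.668) did not pass. The median of the mitosis list depended on the setting: it was positive with library size only (0.12) and without replicate 1 of the lone control (0.07), and -0.45 with GC offsets, where 21 of 30 members were lower and 20 were called (camera adjusted p = 0.0886). The median of the inflammatory list was negative with GC offsets (-0.21), without replicate 3 of the lone control (-0.12) and without replicate 1 of the lone knockout (-0.10). Over all genes tested, 25 p53 targets, 18 replication genes and 8 connexins and pannexins were called, against 25, 21 and 8 adjusted over the list alone. For nucleotide metabolism, interferon response, inflammatory factors and mitosis these numbers were 18, 14, 18 and 10 over all genes and 18, 15, 18 and 10 adjusted over the list alone. Across all comparisons 17 list results passed the threshold. Of these, 15 also passed with fry and with an estimated correlation. Mitosis in the co-cultured knockout against the co-cultured control did not pass with an estimated correlation, and the inflammatory list in the co-cultured control passed with neither.

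Among list members, the p53 targets TP53I3 and EDA2R rose. TP53I3 (ENSG00000115129; chromosome 2, 24077433 to 24085861) stood at 64.3 ± 11.01 CPM (SD, n = 3) in the lone control and 623 ± 78.9 CPM in the lone knockout (log2 fold change 3.28, SE 0.20, edgeR adjusted p = 3.42e-08); its exons overlap FAM228B. EDA2R (ENSG00000131080; chromosome X, 66595637 to 66639298) stood at 1.85 ± 0.436 and 27.8 ± 3.58 CPM (log2 fold change 3.91, SE 0.26, edgeR adjusted p = 8.27e-08). In the replication list, CHAF1B (ENSG00000159259; chromosome 21, 36385378 to 36419015) fell from 71.6 ± 8.19 to 24.2 ± 1.97 CPM (log2 fold change -1.57, SE 0.13, edgeR adjusted p = 7.07e-07); its exons overlap MORC3. MCM3 (ENSG00000112118; chromosome 6, 52264009 to 52284881) fell from 271 ± 10.3 to 103 ± 4.87 CPM (log2 fold change -1.40, SE 0.13, edgeR adjusted p = 1.35e-06). In the mitosis list, CDCA8 (ENSG00000134690; chromosome 1, 37692418 to 37709719) fell from 85.6 ± 14.2 to 40.4 ± 4.78 CPM (log2 fold change -1.08, SE 0.17, edgeR adjusted p = 0.000130). BIRC5 (ENSG00000089685; chromosome 17, 78214186 to 78225636) fell from 391 ± 72.4 to 175 ± 30.1 CPM (log2 fold change -1.16, SE 0.18, edgeR adjusted p = 0.000155).

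In the connexin list, GJB2 (ENSG00000165474; chromosome 13, 20187463 to 20193010) fell from 18.5 ± 1.19 CPM (SD, n = 3) in the lone control to 0.773 ± 0.168 CPM in the lone knockout (log2 fold change -4.56, SE 0.22, edgeR adjusted p = 4.21e-09). In the inflammatory list, AREG (ENSG00000109321; chromosome 4, 74445134 to 74455009) fell from 60.8 ± 8.09 to 14.0 ± 0.553 CPM (log2 fold change -2.11, SE 0.14, edgeR adjusted p = 7.68e-08). Of the interferon genes, ISG15 (ENSG00000187608; chromosome 1, 1001138 to 1014540) fell from 217 ± 64.3 to 18.2 ± 3.64 CPM (log2 fold change -3.58, SE 0.29, edgeR adjusted p = 5.00e-07), with exons overlapping an unnamed gene. OASL (ENSG00000135114; chromosome 12, 121019111 to 121039242) fell from 13.0 ± 2.11 to 1.84 ± 0.424 CPM (log2 fold change -2.83, SE 0.26, edgeR adjusted p = 1.49e-06). Of the nucleotide genes, CTPS1 (ENSG00000171793; chromosome 1, 40979335 to 41012565) rose from 88.8 ± 2.0 to 229 ± 14.1 CPM (log2 fold change 1.37, SE 0.11, edgeR adjusted p = 5.04e-07), and SLC29A2 (ENSG00000174669; chromosome 11, 66362521 to 66372214) fell from 44.2 ± 8.20 to 9.01 ± 1.23 CPM (log2 fold change -2.30, SE 0.22, edgeR adjusted p = 2.72e-06), again with exons overlapping an unnamed gene.

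The comparison of co-cultured with lone knockout cells addressed the state in which, per the series text, proliferation was restored. Here 1907 genes were called, 1001 higher and 906 lower in co-culture. This count rested on single libraries: leaving out 1 library at a time gave from 536 (without co-cultured replicate 1) to 5680 (without co-cultured replicate 3, 2077 higher and 3603 lower). With library size only, 69.6% of the calls were higher, against 52.5% with TMM. With GC offsets, chosen after seeing the data, 4724 genes were called, among them 1839 of the 1907.

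COL5A3 (ENSG00000080573; chromosome 19, 9959561 to 10010471) had the highest fold change, from 0.0977 ± 0.129 CPM (SD, n = 3) in the lone to 5.87 ± 1.2 CPM in the co-cultured knockout (log2 fold change 6.02, SE 0.59, edgeR adjusted p = 7.57e-05). CSF2 (ENSG00000164400; chromosome 5, 132073790 to 132076170) rose from 0.146 ± 0.0954 to 7.32 ± 0.868 CPM (log2 fold change 5.57, SE 0.42, edgeR adjusted p = 1.33e-05). EGR1 (ENSG00000120738; chromosome 5, 138465490 to 138469315) rose from 0.856 ± 0.215 to 20.9 ± 3.22 CPM (log2 fold change 4.62, SE 0.22, edgeR adjusted p = 2.14e-07), below its level of 63.4 ± 6.62 CPM in the lone control. CLEC4E (ENSG00000166523; chromosome 12, 8533305 to 8540963) rose from 0.443 ± 0.227 to 8.89 ± 1.27 CPM (log2 fold change 4.26, SE 0.44, edgeR adjusted p = 0.000107). On the lower side, ST6GAL2 (ENSG00000144057; chromosome 2, 106801600 to 106887108) fell from 10.8 ± 0.761 to 1.58 ± 0.801 CPM (log2 fold change -2.79, SE 0.48, edgeR adjusted p = 0.00386). CENPF (ENSG00000117724; chromosome 1, 214603195 to 214664588) fell from 26.8 ± 1.52 to 4.69 ± 2.80 CPM (log2 fold change -2.52, SE 0.42, edgeR adjusted p = 0.00303). GAS2L3 (ENSG00000139354; chromosome 12, 100573683 to 100628286) fell from 6.35 ± 1.44 to 1.28 ± 0.935 CPM (log2 fold change -2.31, SE 0.43, edgeR adjusted p = 0.00579). CHML (ENSG00000203668; chromosome 1, 241628853 to 241640254) fell from 6.10 ± 1.57 to 1.36 ± 0.991 CPM (log2 fold change -2.16, SE 0.47, edgeR adjusted p = 0.0134). Exons of COL5A3 and GAS2L3 overlap unnamed genes and those of CHML overlap OPN3. The calls of GAS2L3 and CHML were lost when only the 2 groups entered the fit, at adjusted p-values of 0.0533 and 0.0601. That of CHML was also lost without replicate 1 of the lone knockout (0.0608) or of the co-cultured knockout (0.0725).

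Inflammatory secreted factors were higher in the co-cultured knockout, with a median log2 fold change of 1.97 and 25 of 27 members higher (camera adjusted p = 5.98e-61). The p53 targets were higher, with a median of 0.61 and 20 of 30 members higher (camera adjusted p = 2.44e-06). Interferon response genes were higher, with a median of 0.48 and 18 of 25 members higher (camera adjusted p = 0.000395). The mitosis list was lower, with a median of -1.03 and 29 of 30 members lower (camera adjusted p = 4.70e-19). Of these lists, 21 inflammatory, 12 p53, 11 interferon and 20 mitosis genes were called over all genes, and 24, 16, 13 and 24 adjusted over the list alone. DNA replication (median -0.12, camera adjusted p = 0.162), connexins and pannexins (median 0.07, camera adjusted p = 0.313) and nucleotide metabolism (median 0.09, camera adjusted p = 0.322) did not pass; 6, 2 and 1 of their members were called over all genes, and 8, 2 and 0 adjusted over the list alone.

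**Figure D4:**
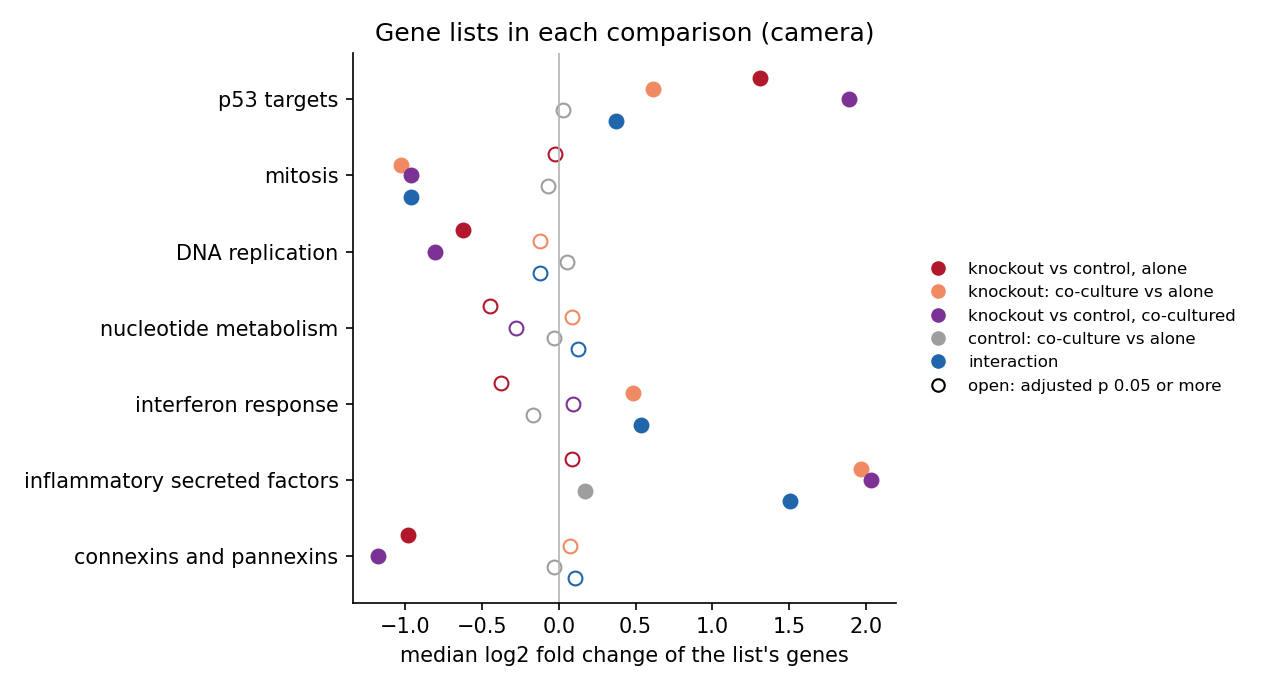
Median log2 fold change of the members of each gene list (horizontal axis) in the 5 comparisons (colours); filled circles passed a camera adjusted p-value of 0.05 and open circles did not. The inflammatory list lies at 1.97 and the mitosis list at -1.03 in the co-cultured against the lone knockout; the medians of mitosis and inflammatory factors in knockout against control alone change sign with library size only and with GC offsets, respectively.

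The comparison of knockout with control, both co-cultured, shared no library with the lone comparison. It called 8276 genes, 4042 higher and 4234 lower. NPPB (ENSG00000120937; chromosome 1, 11857464 to 11858931) stood at 9.67 ± 2.96 CPM (SD, n = 3) in the co-cultured knockout and 0 CPM in the co-cultured control, at least 69.9-fold higher (edgeR adjusted p = 7.07e-07). DLC1 stood at 16.0 ± 7.13 CPM against 0.0396 ± 0.0686 CPM, at least 115-fold higher (edgeR adjusted p = 1.63e-07). MAGEB2 was at least 1364-fold lower, with 150 ± 19.2 CPM in the control and no count in the knockout (edgeR adjusted p = 8.27e-09). GTSF1 was at least 741-fold lower, with 81.7 ± 15.5 CPM in the control and no count in the knockout (edgeR adjusted p = 1.81e-08).

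In co-culture, 5 lists differed between knockout and control. The p53 targets had a median of 1.89 with 30 of 30 members higher (camera adjusted p = 1.10e-16), and the inflammatory factors a median of 2.03 with 25 of 27 higher (camera adjusted p = 7.04e-17). The replication list had a median of -0.81 with 27 of 30 members lower (camera adjusted p = 4.61e-06), the mitosis list a median of -0.96 with 25 of 30 lower (camera adjusted p = 4.14e-05), and the connexins and pannexins a median of -1.18 with 7 of 11 lower (camera adjusted p = 0.0102). With the correlation estimated per list, mitosis no longer passed (adjusted p = 0.247). Nucleotide metabolism (median -0.28, camera adjusted p = 0.215) and interferon response (median 0.09, camera adjusted p = 0.898) did not pass. Called members over all genes numbered 30, 21, 24, 19, 8, 15 and 9 for p53 targets, inflammatory factors, replication, mitosis, connexins, nucleotide metabolism and interferon response. Adjusted over the list alone they numbered 30, 21, 25, 19, 8, 15 and 9.

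Co-cultured against lone control cells gave the co-culture difference without the knockout. No gene was called (0 of 16768). At an unadjusted p under 0.05 there were 540 genes, against 838 expected by chance. This number depended on the setting: it was 466 with RLE factors, 752 with library size only and 895 with GC offsets. Only the inflammatory list passed, with a median log2 fold change of 0.17 and 19 of 27 members higher (camera adjusted p = 0.000284), and 0 of its members were called either over all genes or adjusted over the list alone. This list no longer passed without replicate 3 of the co-cultured control (camera adjusted p = 0.230), with fry (0.143) or with an estimated correlation (0.217). The remaining lists had camera adjusted p-values from 0.0605 to 0.918, and the small medians of mitosis, nucleotide metabolism, and connexins and pannexins changed sign with library size only, and that of replication with GC offsets.

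The interaction tested whether the co-culture difference differed between knockout and control cells. It called 301 genes, 253 with a higher and 48 with a lower difference in the knockout. This count was 3623 without replicate 3 of the co-cultured knockout, with most of them lower (1201 higher and 2422 lower), and 119 without replicate 2 of the co-cultured control. EGR1 had a log2 interaction of 4.86 (SE 0.28, edgeR adjusted p = 4.78e-06), with 63.4 ± 6.62 and 53.9 ± 8.38 CPM in the lone and co-cultured control (SD, n = 3 each) beside the rise in the knockout given above. CLEC4E had 5.04 (SE 0.70, edgeR adjusted p = 0.00324), with 0.535 ± 0.374 and 0.307 ± 0.109 CPM in the control groups. COL5A3 had 5.08 (SE 1.01, edgeR adjusted p = 0.0225), with 0.212 ± 0.105 and 0.399 ± 0.217 CPM in the control groups.

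On the lower side of the interaction, NPTX1 (ENSG00000171246; chromosome 17, 80467148 to 80477843) had -1.81 (SE 0.27, edgeR adjusted p = 0.00414). It fell from 56.1 ± 6.16 CPM (SD, n = 3) in the lone to 14.3 ± 1.61 CPM in the co-cultured knockout and stood at 4.82 ± 1.11 and 4.30 ± 0.451 CPM in the lone and co-cultured control. SLC4A8 (ENSG00000050438; chromosome 12, 51391317 to 51515763) had -1.87 (SE 0.41, edgeR adjusted p = 0.0389), with 7.39 ± 1.12 and 2.60 ± 0.282 CPM in the knockout and 1.96 ± 0.534 and 2.52 ± 0.871 CPM in the control. PRTG (ENSG00000166450; chromosome 15, 55611546 to 55743090) had -2.02 (SE 0.44, edgeR adjusted p = 0.0361), with 8.97 ± 1.63 and 4.82 ± 1.16 CPM in the knockout and 0.725 ± 0.312 and 1.56 ± 0.0811 CPM in the control. Exons of SLC4A8 overlap GALNT6 and those of PRTG an unnamed gene. The calls of COL5A3, SLC4A8 and PRTG in the interaction were lost under several alternatives, among them leaving out replicate 3 of the lone control, which gave adjusted p-values of 0.152, 0.106 and 0.0947.

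Lists passing in the interaction were inflammatory secreted factors (median 1.51, 26 of 27 members higher, camera adjusted p = 1.42e-42), mitosis (median -0.96, 29 of 30 lower, camera adjusted p = 8.13e-14), interferon response (median 0.53, 16 of 25 higher, camera adjusted p = 2.29e-05) and p53 targets (median 0.37, 21 of 30 higher, camera adjusted p = 5.99e-05). Of their members 15, 7, 5 and 5 were called over all genes, and 21, 18, 12 and 12 adjusted over the list alone. Replication (median -0.12, camera adjusted p = 0.162), connexins and pannexins (median 0.10, camera adjusted p = 0.242) and nucleotide metabolism (median 0.13, camera adjusted p = 0.374) did not pass, and the last 2 medians were negative with library size only (-0.02 each).

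Each library was placed on the axis from lone control (0) to lone knockout (1). The co-cultured knockout lay at 0.863 ± 0.0822 (SD, n = 3) and the co-cultured control at 0.0537 ± 0.0301 (SD, n = 3). Scored on axes rebuilt without them, the lone knockout libraries lay at 0.980 ± 0.0636 (SD, n = 3) and the lone control libraries at 0.0305 ± 0.114 (SD, n = 3). The co-cultured knockout and the co-cultured control did not overlap (exact permutation p = 0.1, the smallest possible). The co-cultured and the lone knockout did overlap (exact permutation p = 0.2), with the former ranging from 0.789 to 0.952. With GC offsets the co-cultured knockout lay at 0.897 ± 0.0320 (SD, n = 3) and the lone knockout, scored in the same way as before, at 0.981 ± 0.0343 (SD, n = 3), without overlap (exact permutation p = 0.1). The position of the co-cultured control moved to 0.108 without replicate 1 of the lone control.

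**Figure D5:**
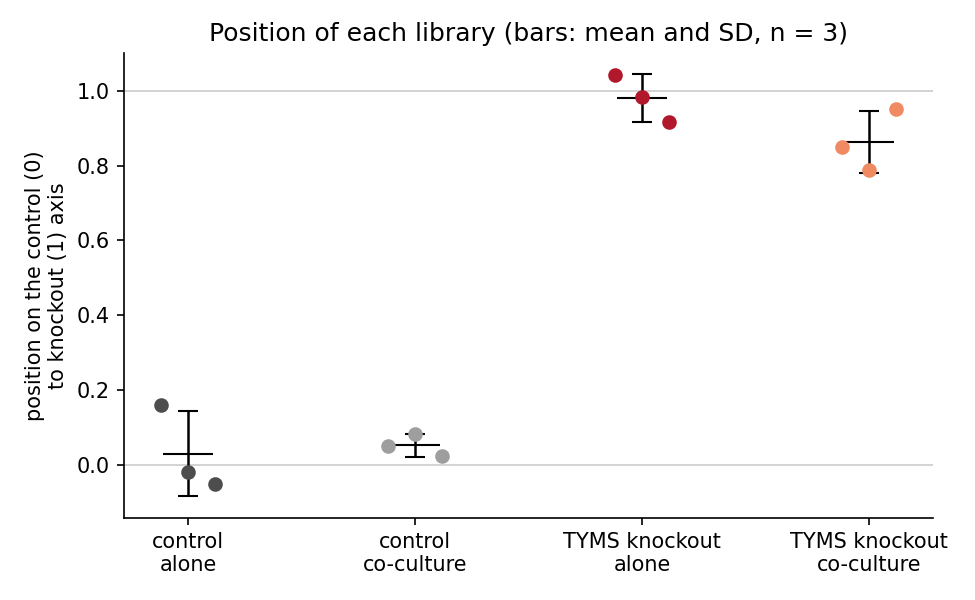
Position of each of the 12 libraries on the axis from the lone control mean (0) to the lone knockout mean (1), with the mean and SD of 3 libraries per group; lone libraries were scored on an axis rebuilt without them. The co-cultured knockout libraries lie between 0.789 and 0.952, above all control libraries.

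Of the genes called in knockout against control alone, 1279 were also called in co-cultured against lone knockout. Of these, 963 (75.3%) had the opposite sign and 316 the same sign; the 963 were 10.2% of the genes called in the knockout. Both comparisons use the lone knockout libraries. The fold changes of the 2 comparisons correlated at -0.328 across genes, against -0.137 to -0.0984 in 10 simulated data sets with no co-culture effect. The simulation drew independent counts without the GC trends. The number of opposite calls was 265 without replicate 1 and 3142 without replicate 3 of the co-cultured knockout.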

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

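The tests of GC content, of handling, of cell carry-over and of regrouping with GC offsets in this part were chosen only after the results were seen; the other regroupings of libraries were planned.

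The co-culture difference was not the same in knockout and control cells, by a direct test of the interaction. The partner of the control cells is not stated, and control and knockout cells may differ in origin. The interaction thus need not be an effect of the knockout. The test called 301 genes and 4 of the 7 lists. Median log2 interactions were 1.51 for inflammatory secreted factors, -0.96 for mitosis, 0.53 for interferon response and 0.37 for p53 targets. Among named genes they were 5.08 for COL5A3, 5.04 for CLEC4E, 4.86 for EGR1, -0.89 for TYMS, -1.81 for NPTX1, -1.87 for SLC4A8 and -2.02 for PRTG.

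Regrouping the libraries within knockout and within control did not set this count apart. Of 100 splits drawn from 200 possible ones, 7 gave at least 301 genes, the real one included, and 21 gave at least 4 lists. All 6 others with as many genes kept the knockout groups as labelled and changed only which control libraries counted as co-cultured. The 13 such splits gave from 170 to 3599 genes. The 86 splits that changed the knockout groups gave 0 genes. With GC offsets 10 of the 100 splits gave as many genes, and those keeping the knockout groups gave from 885 to 3721. The count therefore rests on the difference between the knockout groups. Splits that keep these groups keep that difference, so the 7 of 100 does not decide whether there is an interaction. The control libraries differed by 0 genes between lone and co-cultured (540 at an unadjusted p under 0.05, 895 with GC offsets). Their grouping adds nothing to the count that a regrouping does not.

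Differences in GC content between libraries are a technical explanation for the interaction, since its log2 fold changes had a rank correlation of 0.647 with GC. With GC offsets 285 of the 301 genes were still called with the same sign, which argues against GC as the cause of most of these calls. The balance of directions depended on the offsets. Without them 84.1% of the calls were higher (253 higher and 48 lower). With them 53.2% of 1357 were higher (722 higher and 635 lower). Calls rose in both directions, so the lower share does not show that GC produced the higher calls. The balance also rests on single libraries: without replicate 3 of the co-cultured knockout 1201 calls were higher and 2422 lower. Handling at harvest that all co-cultures share would raise immediate-early genes in both kinds of cell. Over 20 such genes the median log2 interaction was 0.70, and the co-cultured control showed a median of -0.04 with 0 genes called. With GC offsets these values were 0.35 and 0.09, with 13 of 20 genes higher in the co-cultured control and 0 called. The rise was thus smaller in the control under both settings. This argues against handling common to all co-cultures as the whole cause only if both kinds of cell respond alike. Their levels were unlike before co-culture: 15 of the 20 genes were lower in the lone knockout than in the lone control, with a median log2 fold change of -0.95. Handling of the co-cultured knockout alone cannot be told apart from an effect of that group, because it falls on the same libraries: the list rose there by a median of 0.70, and EGR1, 1 of the named genes, is a member. All 20 genes are also expressed in the lone control (the lowest, EGR2, at 1.25 CPM). Of these, 15 were called between lone knockout and lone control, 3 higher and 12 lower in the knockout. The list thus also differs between the kinds of cell.

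TYMS fell further in the co-cultured knockout, by a log2 fold change of -0.92 against the lone knockout. Control cells left in the harvest would bring TYMS mRNA and raise it toward 95.4 CPM, so the fall argues against them as its cause. No parental library was measured, so the same holds for parental cells only if their TYMS level is above that of the knockout. The fall does not exclude carried-over cells: RPS4Y1 rose from 1.42 to 4.18 CPM in the co-cultured knockout. With GC offsets the change of TYMS was -0.996 (edgeR adjusted p = 1.48e-06), which argues against GC content. A lower TYMS level as a response of knockout cells to the co-culture, or a different mix of edited cells in it, stays open and was not tested.

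The inflammatory list and the mitosis list moved most in the co-cultured knockout. With GC offsets they stayed past the threshold, at camera adjusted p-values of 9.58e-53 (range over all alternatives 6.53e-74 to 0.000800) and 9.46e-21 (range 1.31e-23 to 0.0186), which argues against GC content as their cause. The lower mitosis list is in the other direction from the restored proliferation that the series text reports for these cells, and the tables hold nothing on growth. Among the 10 splits of the 6 knockout libraries, 1 (the real one) gave as many as 1907 genes, while 5 gave at least 4 lists, so the number of lists does not set the real grouping apart. A share of 1 in 10 is the lowest this design can give.

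In the co-cultured control the inflammatory list was higher by a median of 0.17. Knockout-type cells in these libraries are a candidate explanation. Over the 5 genes abundant in the lone knockout and at least 100-fold lower in the lone control, the median share of knockout-type RNA was 0.255%, with an upper quartile of 1.69%. The median share gives a rise of 0.02, but 5 genes are too few to decide, and this cause cannot be told apart from a small effect of co-culture. Of the 10 splits of the 6 control libraries, 7 gave at least 1 list.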

How the results depend on the processing

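GC offsets, alone and with the replicate block, were chosen after seeing the data; the other alternatives were fixed before.

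For knockout against control alone, the count of 9485 genes stayed within 1.5 times under all 17 alternatives (6341 to 10482), and from 7959 to 9859 across the 6 fits that each left out 1 library. In co-culture the count of 8276 moved past that only with the further 2-fold threshold (5259), and leaving out 1 library gave 7145 to 8892. For co-cultured against lone control the count was 0 (540 at an unadjusted p under 0.05, 895 with GC offsets). It became 2 with no filter on low counts and stayed 0 in each fit that left out 1 library.

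Counts for co-cultured against lone knockout, for the interaction and for the opposite calls moved far more. With no filter they were 3340, 1342 and 1797, with DESeq2 3347, 877 and 1676, and with an adjusted p-value under 0.01 they were 531, 95 and 243. A further 2-fold threshold gave 1059 genes for co-cultured against lone knockout and 526 opposite calls. Fitting only the compared groups gave 664. GC offsets gave 4724, 1357 and 2179, and kept 1839 of the 1907 genes and 285 of the 301. With library size only, 69.6% of the calls in co-cultured against lone knockout were higher, against 52.5%; with GC offsets 53.2% of those in the interaction were higher, against 84.1%. On simulated data 18.98% of the DESeq2 calls were false against 5.23% of the edgeR calls, which bears on its higher counts. The causes of the other changes were not tested.

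Single libraries decided these 3 counts. Leaving out 1 library gave 536 to 5680 genes for co-cultured against lone knockout, 119 to 3623 for the interaction and 265 to 3142 opposite calls. The highest values came without replicate 3 of the co-cultured knockout, which also reversed the balance of directions: 2077 higher and 3603 lower for the first count, and 1201 higher and 2422 lower for the interaction. The lowest came without replicate 1 of that group for the first and last count, and without replicate 2 of the co-cultured control for the interaction. Without replicates 1, 2 and 3 of the lone knockout, the first count was 603, 654 and 1026, and without replicate 2 of the co-cultured knockout 819. The interaction gave 156 and 161 without replicates 2 and 3 of the lone control, 148 without replicate 1 of the co-cultured control, 159, 136 and 173 without replicates 1 to 3 of the lone knockout, and 129 and 190 without replicates 1 and 2 of the co-cultured knockout. Opposite calls numbered 609 without replicate 2 of the lone control, 272, 329 and 543 without replicates 1 to 3 of the lone knockout, and 409 without replicate 2 of the co-cultured knockout. Replicate 3 of the co-cultured knockout deviated from its group with a rank correlation of -0.848 with GC, against 0.549 and 0.838 in the other replicates.

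The replicate number as a block gave 1080 genes for co-cultured against lone knockout, 179 for the interaction and 546 opposite calls; with GC offsets as well it gave 3945, 832 and 1819. The numbers do not pair the libraries of all groups: of 18 pairs of same-numbered libraries, 7 had deviations correlated above 0.1. The range was -0.603 to 0.491. Among the lone control, co-cultured control and lone knockout, replicates 1 and 3 correlated at 0.189 to 0.491, and replicate 2 at -0.0735 to -0.0242. Pairs with the co-cultured knockout ranged from -0.603 to 0.138, so the numbers may pair part of the libraries. The block removed the calls of COL5A3 (adjusted p = 0.0532) and PRTG (0.0795) in the interaction and changed no other call among 45 named gene results and 17 list results.

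The number of lists called in knockout against control alone was 3, and 5 with no filter, with GC offsets and with these and the block, and 6 with fry; leaving out 1 library gave 3 each time. In the co-cultured against lone control it was 1, and 2 with RLE factors, 3 with GC offsets with or without the block, and 0 with fry or an estimated correlation. There, leaving out 1 library gave 0 (without replicate 3 of the co-cultured control) to 3 (without its replicate 1), and 2 without replicate 2 or 3 of the lone control. The other 3 comparisons kept 4 to 6 lists. Of the 17 list results, 15 kept their direction and their side of the threshold under every alternative. Exceptions were mitosis in knockout against control co-cultured (0.247 with an estimated correlation) and the inflammatory list in the control (0.230 without replicate 3 of the co-cultured control, 0.143 with fry, 0.217 with an estimated correlation).

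Of 45 named gene results, 6 changed direction or call under any alternative. TYMS in co-cultured against lone control, never called, reversed from -0.030 to 0.032 with library size only and to 0.0105 without replicate 2 of the lone control, the highest of the values with 1 library left out (lowest -0.0694). In all, 31 gene results under single alternatives were weaker and 0 stronger, all for CHML, GAS2L3, and, in the interaction, COL5A3, SLC4A8 and PRTG. The TYMS mean in the lone knockout moved from 20.9 to 22.01 CPM with library size only.

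The co-cultured knockout kept its position within 1 SD under all 19 alternatives (0.803 to 0.897; 0.803 to 0.896 across fits that left out 1 library). The co-cultured control moved from 0.0537 to 0.108 without replicate 1 of the lone control; leaving out 1 library gave 0.0340 to 0.108.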

Other observations

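In this part, the splits of libraries, the axis positions, the opposite calls with their simulated reference, and leaving out single libraries were planned. All other tests in this part, and any test with GC offsets, were chosen only after the results were seen. So were the marker lists and the genes outside the naming rule.

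Control and knockout libraries differed in ways that a knockout of 1 gene in 1 cell line need not give. Above 20 CPM in all 6 control libraries and at least 100-fold lower in all 6 knockout libraries were 33 genes, against 0 in the other direction. Among them, mean CPM in the lone control and lone knockout was 396 and 0.156 for ST14, 302 and 0.106 for CLDN7, 104 and 0.620 for EPCAM, 113 and 0.0473 for RAB25, and 38.6 and 0.0792 for ESRP1. SMARCA4, outside that set, stood at 188 ± 22.5 and 169 ± 9.41 CPM in the lone and co-cultured control and at 13.5 ± 0.0492 and 12.3 ± 1.23 CPM in the lone and co-cultured knockout (SD, n = 3 each). The Y-linked gene RPS4Y1 stood at 23.3 ± 3.63 and 29.9 ± 4.88 CPM in the control groups and at 1.42 ± 0.117 and 4.18 ± 0.0404 CPM in the knockout groups (SD, n = 3 each).

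Depth does not account for these genes: at the control share, 1333 counts of CDKN2A would fall in the shallowest knockout library, and 0 were seen. GC content does not either, since 33 of the 33 genes were still called with GC offsets. A loss of the region from MTAP to CDKN2B alone would leave other chromosomes as they were, yet most of the 33 genes lie elsewhere, such as ST14 on chromosome 11 and CLDN7 on chromosome 17. Within the region CDKN2B-AS1, which spans CDKN2B and extends beyond it, was higher in the knockout (3.25 against 1.43 CPM alone), and counts per gene do not show which part of it was read. Outside chromosome 9, fold changes of neighbouring genes moved together: with GC offsets, running medians along the chromosomes varied 2.07 times as much as in the most variable of 20 shuffled orders. With chromosome 9 the ratio was 2.01. It was 1.96 for knockout against control in co-culture, 1.13 for co-cultured against lone knockout and 1.06 for co-cultured against lone control. Without GC offsets the ratios were 2.54 for knockout against control alone, 2.14 in co-culture, 1.72 for co-cultured against lone knockout and 2.44 for co-cultured against lone control. The last comparison called 0 genes (540 at an unadjusted p under 0.05), so the ratio can be high from GC trends alone, and it separates the comparisons only once these are removed.

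One hypothesis is that the cells in the control and knockout libraries differ in their genome, and the ratio of 2.01 with GC offsets is in line with it, as far as the offsets remove the trends. Neighbouring genes regulated together in a changed cell state could also raise that ratio, which the tables do not separate. A549 is known to lack the CDKN2A and MTAP genes, and the knockout libraries, not the control libraries, are near 0 for both. A second hypothesis was that the control libraries hold another kind of cell beside cells like those of the knockout libraries, which would bring all abundant knockout transcripts at their share. Above 20 CPM in the lone knockout and at least 100-fold lower in the lone control there were 5 genes, among them DLC1 (47.9 and 0.0207 CPM), ACKR3 (34.9 and 0.0752 CPM) and UGT1A9 (27.3 and 0.0412 CPM). This argues against such a mixture. Cells of that line without these transcripts were not tested, and the imbalance with the 67 genes in the other direction has no explanation tested here. TYMS was lower in all knockout libraries than in all control libraries. This speaks against a swap of control and knockout labels only if the cells are otherwise alike. Cells of different origin could differ in TYMS without editing, so these values do not decide it. A549 also carries a KEAP1 mutation, which raises NRF2 targets. Over 20 NRF2 targets the median log2 fold change was 1.42 in knockout against control alone and 0.92 in co-culture, with 17 of 20 called higher and 0 lower alone. This does not decide whether control cells come from another line, since the knockout itself could raise such genes. All 20 were among the genes tested in these cells. A change of cell state brought about by the knockout, such as loss of an epithelial programme, was not tested. It would not give control cells transcripts of genes that their line lacks. CDKN2A stood at 99.3 and 72.5 CPM and MTAP at 59.5 and 59.8 CPM in the lone and co-cultured control. These values argue against a change of state as the cause for CDKN2A and MTAP. For the other genes it stays open. If the cells do differ in origin, the 9485 and 8276 genes called between knockout and control would mix that difference with the effect of the knockout. The control to knockout axis and the opposite calls rest on the same contrast and would share this limit. The interaction would compare the co-culture difference between cells of different origin. Co-cultured against lone knockout would not be touched in that way.

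Splits of the libraries bear on the size of these comparisons and not on their cause. For knockout against control alone and in co-culture, 1 of 10 splits each, the real one, gave as many genes, and all others gave 0. At least 3 lists were called in 6 of 10 splits alone, and at least 5 lists in 2 of 10 in co-culture. For co-cultured against lone control, 10 of 10 splits gave as many as its 0 genes.

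The co-cultured knockout lay at 0.863 on the control to knockout axis, 13.7% short of 1. Lone knockout libraries scored on axes rebuilt without them lay at 0.980 ± 0.0636 (SD, n = 3) and overlapped the co-cultured ones, with a difference of -0.117 (exact permutation p = 0.2), so a shift toward the control is not set apart from the spread of the libraries. If there is one, control-like cells carried over into these libraries could cause it and would bring the abundant control transcripts with them. Over 67 genes abundant in the lone control and 100-fold lower in the lone knockout, the median share of control-type RNA in the co-cultured knockout was 0.112%, with an upper quartile of 0.392%. Co-cultured control RNA mixed by calculation into the lone knockout at these shares moved the position by 0.00993 and 0.0271, and the difference of -0.117 would need a share of 3.36%, which 0 of the 67 genes reached. This argues against cells like those of the control libraries at such a share, and says nothing about cells that lack these transcripts. The Y-linked gene RPS4Y1, outside the 67, goes the other way. It rose from 1.42 ± 0.117 CPM in the lone to 4.18 ± 0.0404 CPM in the co-cultured knockout (SD, n = 3 each). DDX3Y, also Y-linked, rose within its spread (0.283 ± 0.186 and 0.772 ± 0.754 CPM). Other cells carried over thus stay open. With GC offsets the position was 0.897 ± 0.0320 (SD, n = 3), against 0.981 ± 0.0343 (SD, n = 3) for lone knockout libraries scored without themselves; these did not overlap (difference -0.0833, exact permutation p = 0.1, the smallest possible with 3 against 3). GC content could thus account for a part of the distance, or the offsets removed a part of a true difference. What remains rests on 3 libraries per group. Of 10 splits of the knockout libraries, 1, the real one, gave as many as 963 opposite calls, but the 9 others called 0 genes in the co-culture comparison, so this says nothing about signs. The correlation of fold changes of -0.328 lay beyond the -0.137 to -0.0984 that the shared libraries gave in simulation, which argues against shared libraries as the whole cause. The simulated counts carried no GC trends; with GC offsets the measured correlation was -0.252. A response of knockout cells to parental cells stays open as an explanation, as does any difference in how the groups were grown or harvested.

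The spread between replicates followed GC content. The main axis of the deviations had a rank correlation of 0.847 with GC, in line with a technical difference in library preparation or sequencing, though the labels give no batch. Leaving out replicate 3 of the co-cultured knockout raised the calls against the lone knockout from 1907 to 5680. With GC offsets the rise was from 4724 to 6093, within 1.5 times, which suggests that GC content made up much of that library's influence. Leaving out any other library with GC offsets gave 2847 to 3845 genes.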
